# Bromocriptine and cabergoline induce cell death in prolactinoma cells via the ERK/EGR1 and AKT/mTOR pathway respectively

**DOI:** 10.1038/s41419-019-1526-0

**Published:** 2019-04-18

**Authors:** Chao Tang, Ruixin Sun, Guodao Wen, Chunyu Zhong, Jin Yang, Junhao Zhu, Zixiang Cong, Xiaoying Luo, Chiyuan Ma

**Keywords:** Endocrinology, Endocrine system and metabolic diseases

## Abstract

The treatment of hyperprolactinemia is based on the use of dopamine agonists, mainly bromocriptine (BRC) and cabergoline (CAB). They reduce tumour size effectively and restore gonadal function. However, there is a difference in drug sensitivity between CAB and BRC in patients with prolactinoma, although the underlying mechanisms are still unknown. Thus, we investigated whether there are differences in tumour sensitivity to CAB and BRC and their possible differential mechanisms in two prolactinoma cell lines. In our study, we found that GH3 cells are more sensitive to BRC and that MMQ cells are more sensitive to CAB. Moreover, BRC and CAB elicited cell death via different pathways; BRC induced prolactinoma cell death mainly through the apoptosis pathway, and CAB induced pituitary prolactinoma cell death mainly via the autophagic cell death pathway. Using gene microarray analysis, we found that BRC induces the apoptosis of prolactinoma cells through the ERK/EGR1 signalling pathway, whereas CAB induces autophagic death by inhibiting the AKT/mTOR signalling pathway. Our study showed the difference in tumour sensitivity and differential mechanisms in BRC- and CAB-treated prolactinoma cells, which provides a theoretical basis for the accurate treatment of prolactinoma.

## Introduction

Prolactinomas are the most common type of pituitary tumour and are responsible for numerous cases of hyperprolactinemia, which can lead to oligomenorrhea, amenorrhea or galactorrhea syndromes in women as well as erectile dysfunction and decreased libido in men^1,2^. Giant prolactinomas, which are fortunately rare clinical events^3^, are defined as unusually large tumours (larger than 4 cm in maximal diameter) with extremely high serum prolactin (PRL) concentrations (above 1000 ng/ml) and obvious mass-effect symptoms, such as headache and visual field defects (VFDs)^4^. Due to their invasive clinical behaviour, giant prolactinomas are particularly difficult to treat^4^. The major objectives of treatment for prolactinomas are to reduce the tumour mass, to relieve the neurological symptoms and to control the excess PRL secretion^5^.

Dopamine agonists, mainly bromocriptine (BRC) and cabergoline (CAB), are the first-line treatment for the majority of patients with idiopathic hyperprolactinemia and prolactinomas, and they effectively suppress prolactin secretion and shrink tumour volume in most patients^6,7^. BRC was the first drug used for the treatment of prolactinoma, and its clinical application has spanned nearly 30 years^7^. Clinical studies have shown that BRC can effectively control serum prolactin levels in 80–90% of microadenomas and 70% of large adenomas and can effectively restore gonadal function in patients and reduce tumour volume^8,9^. CAB is a dopamine agonist widely used clinically for the treatment of pituitary adenomas and Parkinson’s disease. It is the first choice for the treatment of prolactinomas, because it effectively reduces PRL secretion and shrinks tumours in most patients^2,10^. However, studies have shown that there is a specific difference in drug sensitivity between CAB and BRC; in patients with BRC resistance, CAB treatment is used to achieve a good clinical effect^11,12^. In a small number of patients in the clinical setting, the preferred CAB treatment does not normalize serum PRL levels and may fail to shrink the tumour by >50%, even at very high doses; these patients may respond to BRC^13^. This indicates that there is a difference in the tumour sensitivity to CAB and BRC in patients with prolactinoma. Therefore, clarifying the different mechanisms by which CAB and BRC act on prolactinoma appears to be important. In this study, we investigated whether there are differences in the sensitivity of cells to CAB and BRC and evaluated the possible mechanisms by which CAB and BRC induce cell death in different prolactinoma cell lines. These findings elucidate novel mechanisms by which CAB and BRC act, providing a reference for clinical practice.

## Materials and methods

### Cell culture

MMQ cells and GH3 cells (purchased from the Cell Culture Centre, Institute of Basic Medical Sciences, Chinese Academy of Medical Sciences, China) were cultured in Ham’s F10 medium and F12 medium containing 15% horse serum, 2.5% foetal calf serum, and 1% penicillin and streptomycin and were maintained at 37 °C in a 5% CO_2_ atmosphere.

### Animal model

Five-week-old female athymic nude mice were purchased from the SLAC (Shanghai, China). GH3 cells (1 × 10^6^) in PBS were subcutaneously injected into the right side of the back of each nude mouse. The animals were assigned randomly to two groups, and the tumours were allowed to grow to ~50 mm^3^ in size. At this point, BRC (0.5 mg/kg/d) in 100 μl of 0.9% saline was administered daily. Tumour volumes were measured with a Vernier caliper twice a week and calculated as (length × width^2^)/2. All procedures were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### Quantitative assessment of apoptosis

A quantitative assessment of apoptosis was performed with an Annexin-V fluorescein isothiocyanate (FITC) assay kit (Nanjing Keygen Biotech. Co. Ltd., Nanjing, China). Briefly, GH3 and MMQ cells (5 × 10^5^) were plated in six-well plates and serum-starved for 12 h. Then, the indicated amount of paeoniflorin was added to the cells. After 48 h, the cells were collected, washed twice with ice-cold 1 × PBS buffer, suspended in binding buffer, and stained with Annexin V fluoresce FITC and propidium iodide. Cells were analysed by flow cytometry according to the manufacturer’s instructions.

### Cell counting K-8 (CCK8)

Cell viability was measured using the Cell Counting Kit-8 (Dojindo, Kumamoto, Japan). According to the manufacturer’s instructions, log-phase MMQ and GH3 cells were collected and adjusted to 1 × 10^5^ cells/ml. A 100-μL aliquot of the cell suspension was added into each well in a 96-well plate. After serum starvation for 12 h, the cells were treated with fresh medium or various concentrations of BRC or CAB dissolved in medium for 48 h. Ten microliters of the CCK-8 stock solution was added to the media. The optical density (OD) was determined at 450 nm in a Spectra Max M5 (MD, California).

### Western blot analysis

Cells were washed three times with 1 × PBS and lysed in RIPA buffer with a protease inhibitor cocktail and PMSF (200 μg/ml). Equal amounts of protein were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis and transferred to polyvinylidene difluoride membranes (Millipore, Billerica, USA). The membranes were blocked with 5% non-fat dry milk in PBS containing 0.1% Tween-20 for 1 h at room temperature. Subsequently, the membranes were exposed to primary antibodies diluted to 1:1000 in 5% non-fat dry milk in TBS overnight at 4 °C. After washing the cells and incubating them with horseradish peroxidase-conjugated secondary antibodies for 1 h at room temperature, the immunoreactive complexes were visualized using a chemiluminescent substrate, and the images were acquired on film.

### RNA isolation and RNA interference

Total RNA was extracted using Trizol reagent. One microgram of total RNA was used for first-stand cDNA synthesis according to the manufacturer’s protocol. The sequences of the RT-PCR primers are as follows: Egr1 sense: AGCCTTCGCTCACTCCACTA, antisense: GACTCAACAGGGCAAGCATAC (184 bp); β-actinsense: TGCTATGTTGCCCTAGACTTCG, antisense: GTTGGCATAGAGGTCTTTACGG (240 bp). Gene expression was analysed by RT-qPCR using the standard curve method on an ABI 7500 Real-Time PCR System. The siRNAs were designed and synthesized by Abm (Zhenjiang, China). GH3 and MMQ cells were transfected at ~50% confluence with siRNAs using Lipofectamine RNAi MAX, and the sequences of the successful siRNAs were as follows:siEGR1-676: CCTGACTATCTGTTTCCACAACAACAGGG;siEGR1-825: GGACTTAAAGGCTCTTAATAACACCTACC;siEGR1-1026: GTGTCGAATCTGCATGCGTAATTTCAGTC; and siEGR1-1446: GGTCAGCAACTCCTTCAGCACCTCAACGG.

### Electron microscopy

The cells were fixed with 2% glutaraldehyde for 2 h and then post-fixed in 1% osmium tetroxide for 1 h. Dehydration was induced in increasing concentrations of ethanol followed by dehydration in propylene oxide. When it was incubating in 70% ethanol, the pellet was stained enblock with 1% uranyl acetate. Finally, the pellet was embedded in epon resin. Ultrathin sections were routinely post-stained with uranyl acetate and Reynold’s lead citrate. Electron micrographs were acquired using an electron microscope.

### Microarray

The mRNA expression profiles were analysed using the Affymetrix Gene-Chip array. Total RNA (1 μg), including miRNA from the tissue, was biotin-labelled. The samples were hybridized using a GeneChip® Hybridization Oven to the Affymetrix miRNA microarray according to the protocols provided by the manufacturer. The labelled RNA was heated to 99 °C for 5 min and then to 45 °C for 5 min. RNA-array hybridization was performed with agitation at 60 rotations per minute for 16 h at 48 °C on an Affymetrix® 450 Fluidics Station. The chips were washed and stained using a Genechip Fluidics Station 450 (Affymetrix, Santa Clara, California, United States). The chips were then scanned with an Affymetrix GCS 3000 scanner (Affymetrix, Santa Clara, California, United States). Signal values were computed using the Affymetrix® GeneChip™ Command Console software. The cutoff criterion for differential gene calls was at least two-fold between two compared profiles. The microarray data set was submitted to the GEO repository (GSE101012).

### Immunohistochemical staining

Immunohistochemical staining was performed by incubating tissue sections with mouse EGR1 primary antibody (Santa Cruz Biotechnology, 1:50 in 1% BSA in TBST) overnight at 4 °C with gentle shaking, followed by incubating the sections with goat anti-mouse HRP secondary antibody (1:200 in 1% BSA in TBST) for 1 h at room temperature. The sections were then exposed to DAB substrate (dissolved in Dako substrate buffer) and subjected to a standard dehydration treatment. The staining images were obtained using an Axiovert 200 microscope.

### Statistical analysis

The results are shown as the mean ± SD of four to six experiments, with three repeats of each condition per experiment. Comparisons between various conditions were performed using an unpaired *t-*test. *p*-values less than 0.05 were considered statistically significant. SPSS statistical software version 12.0.1 was used to analyse the data.

## Results

### CAB and BRC decreased the cell viability of rat pituitary adenoma cells

To test the cell death induced by CAB and BRC, CCK8 assays were used to analyse the viability of GH3 and MMQ cells. GH3 and MMQ cells were treated with CAB or BRC at concentrations of 0, 25, 50, and 100 μM for 24, 48, and 72 h. As shown in Fig. 1a–d, CAB and BRC decreased the viability of GH3 and MMQ cells in both a dose- and time-dependent manner. After 48 h of drug treatment, the IC50 values of CAB and BRC in GH3 cells were 84.29 ± 9.16 μM and 55.61 ± 4.19 μM, respectively, and the IC50 value at which BRC inhibited GH3 cell proliferation was less than that of CAB. The IC50 values of CAB and BRC in MMQ cells were 27.44 ± 10.21 μM and 90.34 ± 7.93 μM, respectively. Treatment with 50 μM BRC for 48 h induced cell death by up to 60% in GH3 cells and 40% in MMQ cells. However, treatment with 50 μM CAB for 48 h induced cell death by 40% in GH3 cells and 80% in MMQ cells (Fig. 1e). These results suggested that BRC had a greater inhibitory effect on GH3 cells than CAB, while CAB had a greater inhibitory effect on MMQ cells than BRC.

**Fig. 1:**
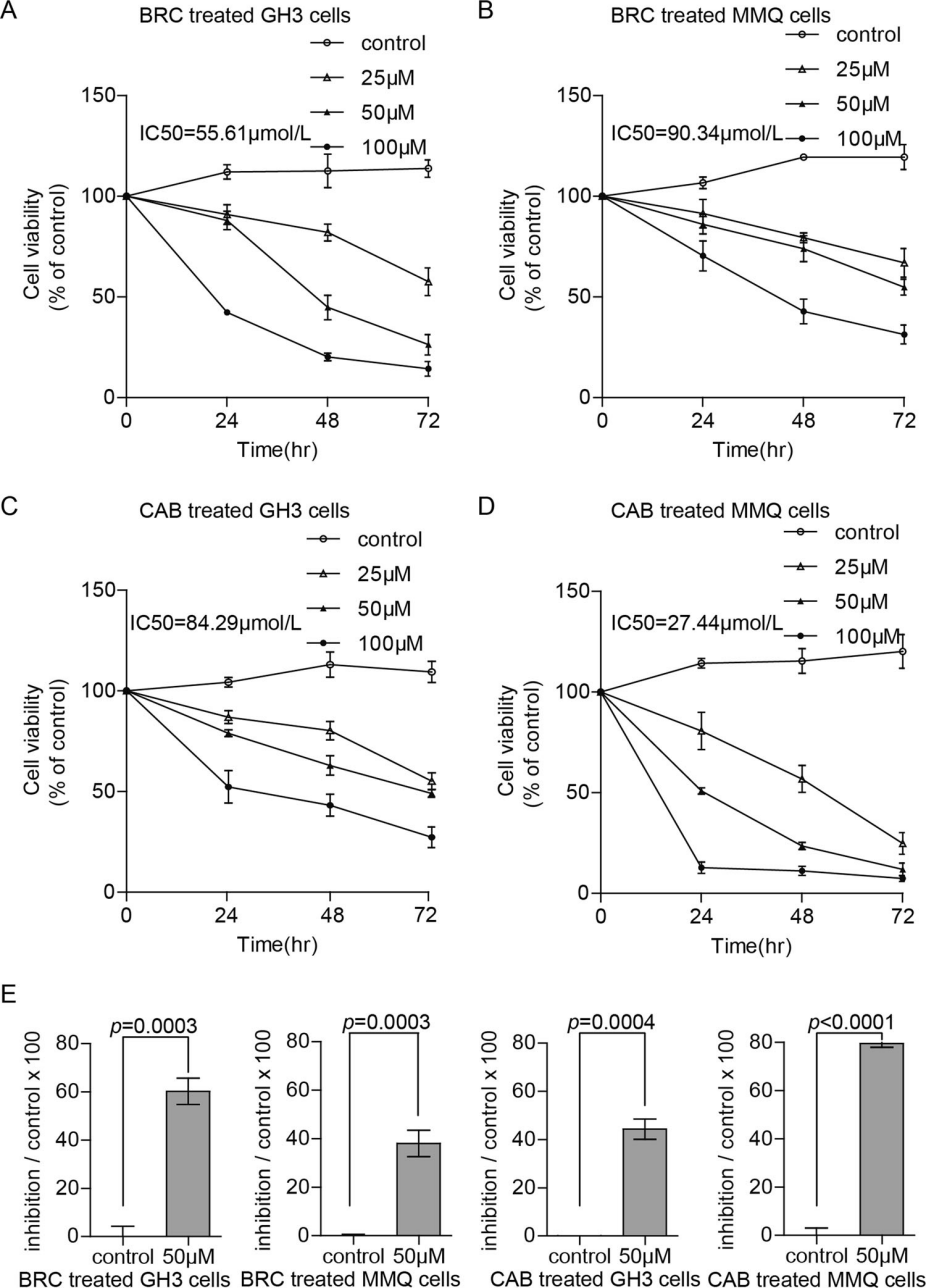
CAB and BRA decreased the viability of GH3 and MMQ cells. **a**–**d** Cell survival was determined by the CCK8 assay. MMQ and GH3 cells were treated with CAB and BRC at concentrations of 0, 25, 50, and 100 μM, respectively, for 24, 48, and 72 h. **e** GH3 and MMQ cells were treated with CAB or BRC at a concentration of 50 μM for 48 h, and cell viability was tested with the CCK8 kit

### CAB and BRC induced autophagy in rat pituitary adenoma cells

Prior studies have reported that the over-activation of autophagy can induce autophagic cell death (ACD)^14,15^. To investigate whether CAB and BRC both induce autophagy, GH3 and MMQ cells were treated with BRC or CAB for 48 h, and the autophagosomes were examined by electron microscopy. After 48 h of BRC or CAB exposure, large-scale autophagic vacuoles occurred in the cytoplasm in GH3 and MMQ cells (Fig. 2a). However, compared with the BRC-treated group, the autophagosomes induced by CAB in both cell lines were significantly higher.

**Fig. 2:**
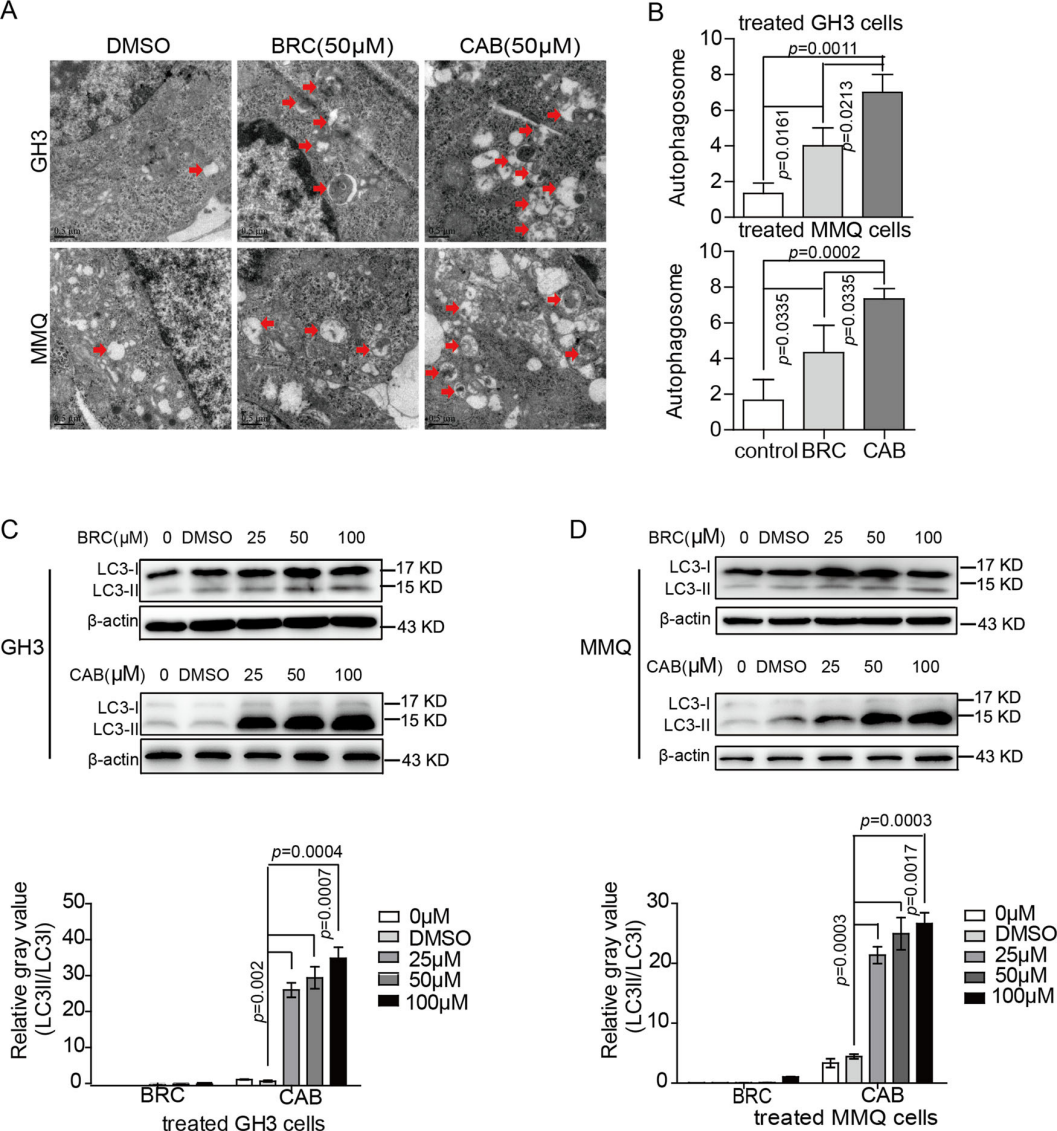
Comparison of CAB- and BRC-induced autophagy in prolactinoma cells. **a**, **b** Electron microscopy images with enlargements. Arrows show autophagic vacuoles in GH3 and MMQ cells treated with BRC (50 μM) or CAB (50 μM) for 48 h. **c**, **d** Western blot analysis of LC3-I and LC3-II in GH3 and MMQ cells with or without BRC (50 μM) or CAB (50 μM) treatment at different concentrations

During autophagy activation, microtubule-associated protein light chain 3-I (LC3-I) is converted to LC3-II, which is associated with autophagic vesicles and displays classic punctate distribution. This LC3-I to LC3-II conversion is a classic hallmark of autophagy^16^. Western blot results showed that both CAB and BRC could induce the conversion of LC3-I to LC3-II, but the conversion effect of LC3-I to LC3-II in GH3 and MMQ cells induced by CAB was significantly stronger than that induced by BRC (Fig. 2b). c and d), suggesting that CAB strongly induces autophagy in these cells.

### Role of autophagy induced by CAB- and BRC in rat pituitary adenoma cells

3-Methyladenine (3-MA) can block autophagy through the action of phosphoinositide 3-phosphate kinase (PI3K)^17^. To examine whether increased autophagy was responsible for CAB- and BRC-induced cell death, the viability of GH3 and MMQ cells was tested via the chemical inhibition of autophagy by 3-MA. The autophagosomes induced by CAB or BRC were reduced after treatment with 3-MA in GH3 cells (Fig. 3a). Furthermore, 3-MA effectively inhibited the CAB- and BRC-induced transformation of LC3-I to LC3-II in both cell lines (Fig. 3b, c). On the other hand, 3-MA reversed the CAB-mediated inhibitory effect on both cell types at 48 h but did not significantly reduce the BRC-mediated inhibitory effect on the two cell types at 48 h (Fig. 3d). Together, these results indicate that CAB and BRC both induce autophagy in GH3 and MMQ cells, while although CAB presented a stronger ability to induce autophagy in rat pituitary adenoma cells than BRC. ACD is the predominant mechanism involved in cell death in the pituitary cell lines in response to CAB treatment but is not involved in the response to BRC treatment.

**Fig. 3:**
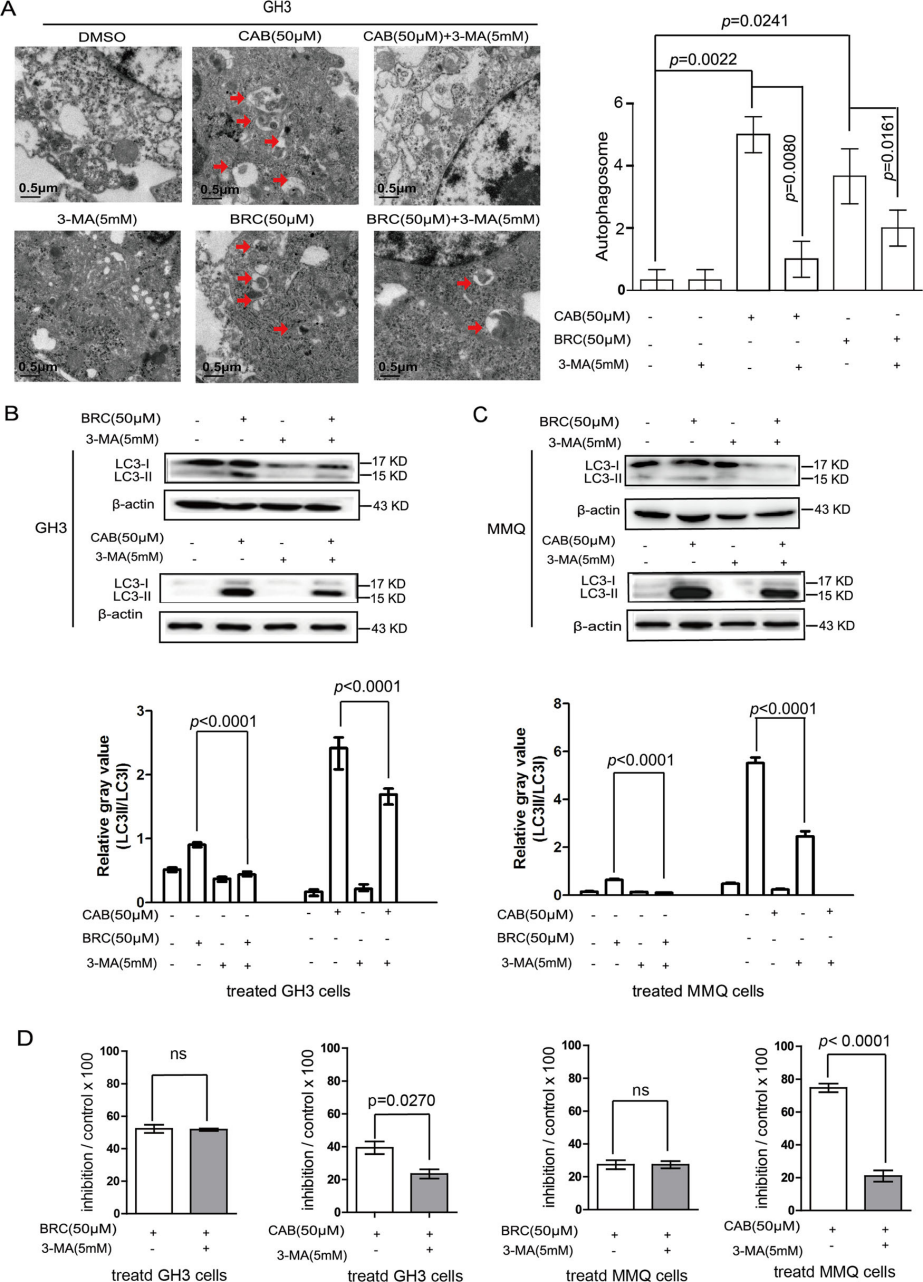
CAB promoted autophagy-induced cell death in prolactinoma cells. **a** Electron micrographs of GH3 and MMQ cells treated with BRC or CAB for 48 h, with or without 3-MA (5 mM). Histogram shows the autolysosome structures from multiple experiments in a total of 50 cells (mean ± SD). **b**, **c** Immunoblot analysis of LC3-I and LC3-II in GH3 and MMQ cells with or without BRC (50 μM) or CAB (50 μM) treatment and with or without 3-MA (5 mM). **d** GH3 and MMQ cells were treated with CAB and BRC at a concentration of 50 μM for 48 h, with or without 3-MA (5 mM), and cell viability was tested with the CCK8 kit

### CAB and BRC both induced apoptosis in rat pituitary adenoma cells

Drug-induced apoptosis is an important process leading to tumour cell death. Thus, apoptosis induction is one of the most important strategies for tumour therapy. Previous studies have demonstrated that CAB and BRC both induce apoptosis in pituitary tumours^18^. However, there have been no studies defining the differences in apoptosis induced by the two drugs. Flow cytometry was used to detect the apoptosis of GH3 and MMQ cells induced by CAB and BRC (Fig. 4a, b). GH3 and MMQ cells were treated with 50 μM CAB or 50 μM BRC for 48 h. The BRC-induced apoptosis rates of both cell lines were significantly greater than that of the control (GH3 cells: control: 6.70 ± 1.64% vs BRC: 38.83 ± 8.97%; MMQ cells: control: 6.50 ± 1.20% vs BRC: 32.11 ± 3.65%). Meanwhile, the CAB-induced cell apoptosis rates of both cell lines were also significantly higher than that of the control (GH3 cells: control: 6.70 ± 1.64% vs CAB: 17.17 ± 2.11%; MMQ cells: control: 6.50 ± 1.20% vs CAB: 22.70 ± 2.63%). Taken together, the BRC-induced cell apoptosis rate was significantly higher than that induced by CAB (Fig. 4a, b).

**Fig. 4:**
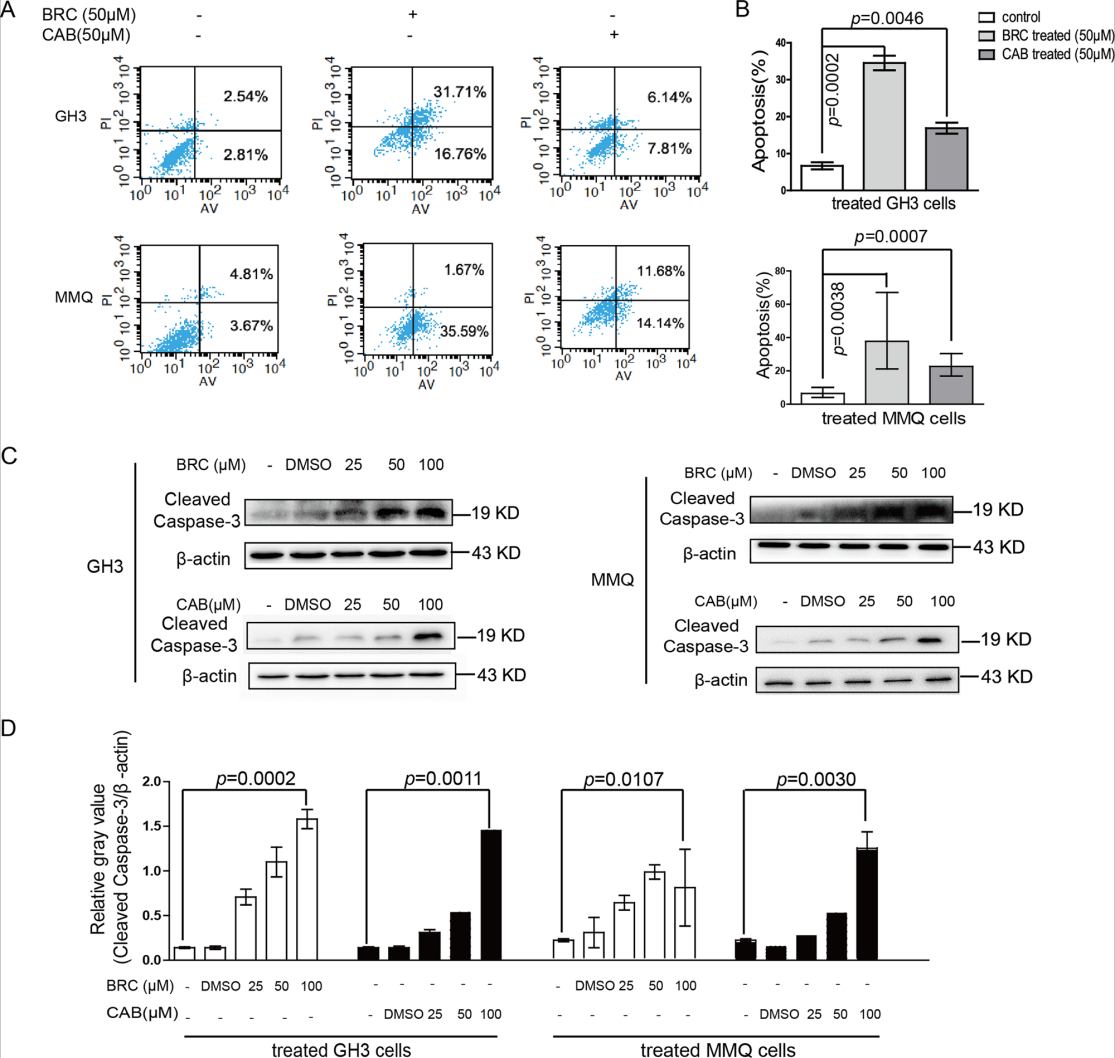
The comparison of CAB- and BRC-induced apoptosis in prolactinoma cells. **a**, **b** MMQ and GH3 cells were treated with CAB (50 μM) or BRC (50 μM) as indicated for the apoptosis assay by Annexin V-FTIC and PI double staining. **c** MMQ and GH3 cells were treated with CAB (50 μM) or BRC (50 μM), and the total proteins were analysed by Western blot using antibodies against cleaved caspase-3 and β-actin

The caspase protein family plays very important roles in drug-induced apoptosis. Among them, caspase-3 is a key molecule that is involved in drug-induced apoptosis. In the early stage of apoptosis, caspase-3 is transformed into activated cleaved caspase-3, which ultimately induces apoptosis^18^. Both CAB and BRC promoted the expression of cleaved caspase-3 in both cell lines. However, the BRC-induced cleaved caspase-3 expression level was significantly higher than that induced by CAB in GH3 and MMQ cells (Figs. 4c and 5d).

**Fig. 5:**
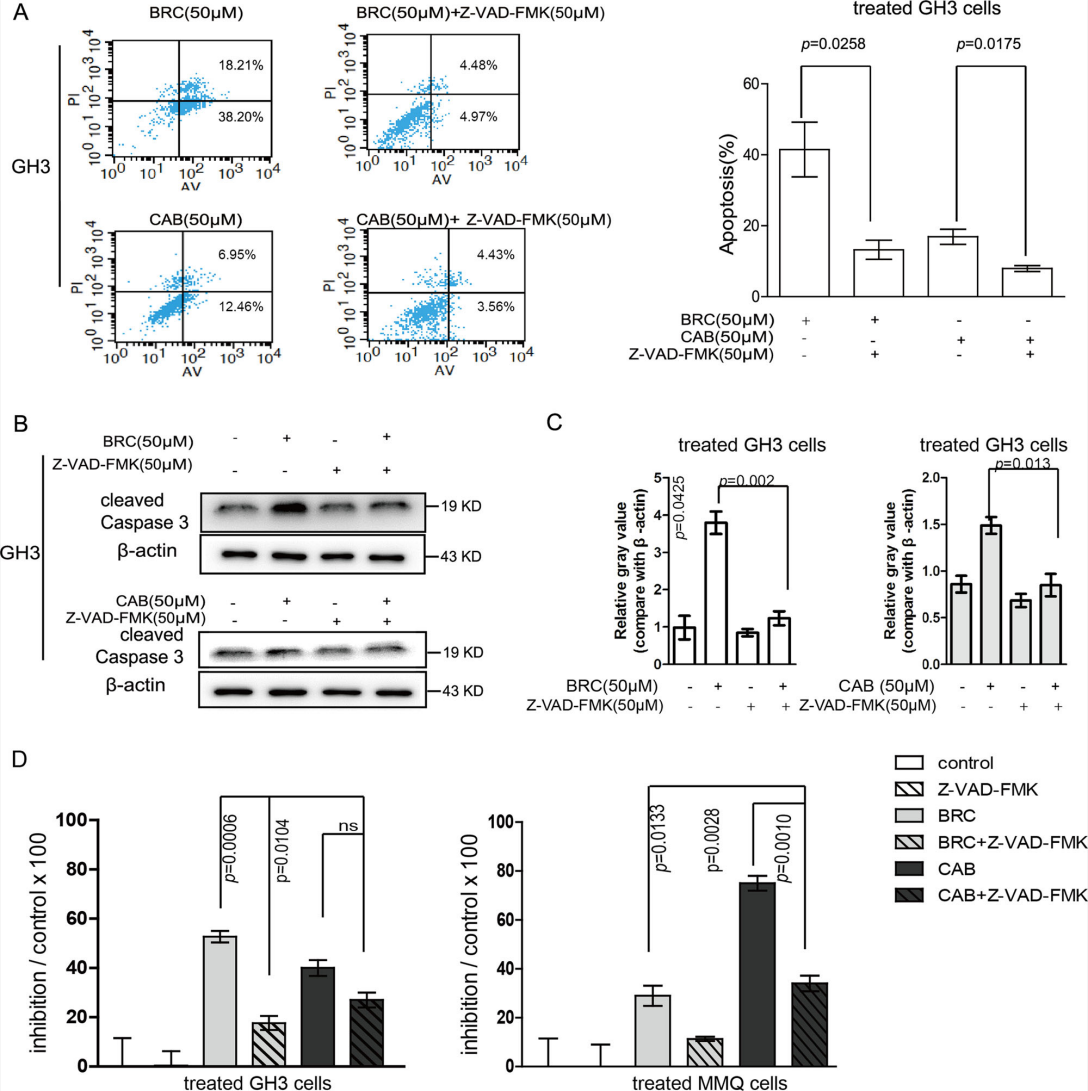
BRC promoted apoptosis-induced cell death in prolactinoma cells. **a** MMQ and GH3 cells were treated with CAB (50 μM) or BRC (50 μM) with or without Z-VAD-FMK (50 μM), as indicated for the apoptosis assay by Annexin V-FTIC and PI double staining. **b**, **c** MMQ and GH3 cells were treated with CAB (50 μM) or BRC (50 μM) with or without Z-VAD-FMK (50 μM), and the total proteins were analysed by Western blot using antibodies against cleaved caspase-3 and β-actin. **d** MMQ and GH3 cells were treated with CAB (50 μM) in the presence or absence of Z-VAD-FMK (50 μM) at 50 μM for 48 h, and cell viability was determined by CCK8

Z-VAD-FMK is a cell-permeable caspase inhibitor that can irreversibly block apoptosis^19^. Flow cytometry was used to detect the inhibitory effect of the apoptosis inhibitor Z-VAD-FMK on drug-induced apoptosis (Fig. 5a). Western blotting was used to detect the inhibitory effect of Z-VAD-FMK combined with CAB or BRC in GH3 and MMQ cells. In our study, Z-VAD-FMK significantly inhibited the CAB- or BRC-induced apoptosis of GH3 cells and the expression of cleaved caspase-3 (Fig. 5b, c). In addition, Z-VAD-FMK significantly reduced the inhibition ratios of GH3 and MMQ cells, although with CAB or BRC treatment (Fig. 5d). Together, these results indicated that CAB and BRC can induce apoptosis in GH3 and MMQ cells, although BRC presented a stronger ability to induce apoptosis in GH3 cells than CAB.

### Differential mRNA and pathways participating in BRC- and CAB-induced cell death

To identify the mRNA and biological pathways associated with CAB- or BRC-treated prolactinoma cells. GH3 cells were treated with BRC for 48 h, and MMQ cells were treated with CAB for 48 h. 

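GH3 cells, a rat pituitary tumour line that secretes prolactin and growth hormone, and MMQ cells, a rat pituitary tumour line that secretes prolactin, were each profiled as untreated control, with BRC, with CAB and with the combination of CAB and BRC (CAB+BRC). This gave 8 arrays with 1 array per condition, and no replicate array of any condition. The paper reports on 4 of them, the control and BRC arrays of GH3 cells and the control and CAB arrays of MMQ cells, treated with 50 μM for 48 h. The labels give 50 μM for the GH3 CAB and MMQ BRC arrays as well. For those arrays no treatment time was found in the paper's text or the labels, and for the combination arrays neither the dose of each drug nor the time. The drugs were dissolved in DMSO, and whether the control cells of the arrays received DMSO was not found either. The paper's gene tables call these cells untreated, while its immunoblots with BRC have DMSO as the control. For the viability assay the methods describe the drugs as dissolved in medium. The labels put GH3 and MMQ cells in different culture media. Biotin-labelled RNA was hybridized, and the authors computed signal values with the Affymetrix Command Console software. The methods mention a miRNA array at the hybridization step, whereas the results and the labels name the rat genome array, and the RNA amounts in the methods and the labels differ. How probes were summarized and how arrays were normalized is not given in the sources used here. The values used were the deposited intensities, on a linear scale, of 28295 probe sets per array. Their medians lay between 48.4 and 49.9 in the 4 GH3 arrays and between 45.9 and 47.6 in the 4 MMQ arrays. Intensities were converted to log2 of the intensity plus 1, and a probe set at least 2-fold apart between the arrays of a pair was counted, which is the cutoff in the paper's methods. A pair of single arrays has no replicate check and gives no p-value, and the number of arrays limits the precision of every value.
The gene names that accompany the probe sets did not go with their values. Among 2778 pairs of probe sets that carry the same gene name, the median correlation over the 8 arrays was 0.00977, inside the range of -0.0385 to 0.0649 from 1000 random re-pairings, and the probe set named Prl had an intensity of 9.71 to 16.2 in these prolactin-secreting cells. Genes were therefore named only through the folds printed in Table 1 and Table 2. Of the 26 entries, 24 matched exactly 1 probe set, within a relative tolerance of 1e-06, and these are 23 probe sets because LGALS3 is in both tables. CCL2 and TTK had no match and were not analysed here. The values of these genes in the pairs reported by the paper thus equal the tables by construction, and the names are the authors' own. As a test with an error, limma was fitted to all 8 arrays with a CAB effect and a BRC effect within each line. Its 2 residual degrees of freedom are the departure of the CAB+BRC arrays from the sum of both drugs, so the test assumes that the drugs add on the log2 scale. It covered the 14147 probe sets with a mean above the median, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold.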

Figure 6a shows the heatmaps of the microarray data (GeneChip® Rat Genome 230 2.0 Array) describing the mRNA expression profiles after prolactinoma cells were treated with BRC or CAB for 48 h. 

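BRC in GH3 cells gave 269 probe sets at least 2-fold higher and 241 at least 2-fold lower than the GH3 control, 1.80% of all probe sets. CAB in MMQ cells gave 306 at least 2-fold higher and 389 at least 2-fold lower than the MMQ control, or 2.46%. These pairs have no array in common. Of the probe sets 2-fold apart in both, 24 were higher in both against 2.91 expected from independent lists. Another 46 were lower in both against 3.31 expected, and 19 went opposite ways. No expected count was computed for opposite ways, so the excess in the same direction was not set against it. The CAB+BRC arrays allow a further pair for each drug, measured with the other drug present and sharing no array with the pair in Fig. 6a. In MMQ cells, CAB+BRC against BRC gave 246 probe sets higher and 308 lower. Of the 306 higher with CAB alone, 156 were again at least 2-fold higher (2.66 expected from independent lists) and 3 were at least 2-fold lower, and of the 389 lower, 246 were again at least 2-fold lower (4.23 expected) and 0 at least 2-fold higher. In GH3 cells, CAB+BRC against CAB gave 11 higher and 35 lower. Of the 269 higher with BRC alone, 3 were again at least 2-fold higher (0.105 expected), 3 were at least 2-fold lower and 56.5% had the same sign. Of the 241 lower, 4 were again at least 2-fold lower (0.298 expected), 0 were at least 2-fold higher and 57.7% had the same sign.
In the limma fit, CAB changed 628 probe sets in MMQ cells, 300 higher and 328 lower. For BRC in GH3 cells limma called 0 probe sets, with 1691 at an unadjusted p under 0.05. Without the GH3 CAB array or without the GH3 CAB+BRC array the BRC count in GH3 cells was 354, with the spread then taken from MMQ cells alone. The CAB count in MMQ cells was 106 without the MMQ control or the MMQ CAB array, 149 without the MMQ BRC or the MMQ CAB+BRC array, 1580 without any one of the GH3 arrays, and 0 (1654 at an unadjusted p under 0.05) with 1 CAB effect common to both lines. The 0 with a common effect is for the mean of both lines, with their difference counted as spread, not for MMQ cells alone. In simulated data with each probe set's own spread, a 2-fold BRC effect in GH3 cells was recovered for 0% of 200 changed probe sets. With moderated spreads it was recovered for 96.5%. A 4-fold effect was recovered for 75% and 94%, in that order. Which simulation the arrays resemble was not tested. In both, the median estimate was near the full effect, 1.00 for a true log2 effect of 1.00. In GH3 cells, the 269 probe sets higher with BRC had a median log2 difference of 1.20 against the control and 0.04 with CAB present. For the 241 lower ones these were -1.15 and -0.08. The recoveries thus do not show why limma called 0, and a count of 0 does not exclude 2-fold effects.

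**Figure D1:**
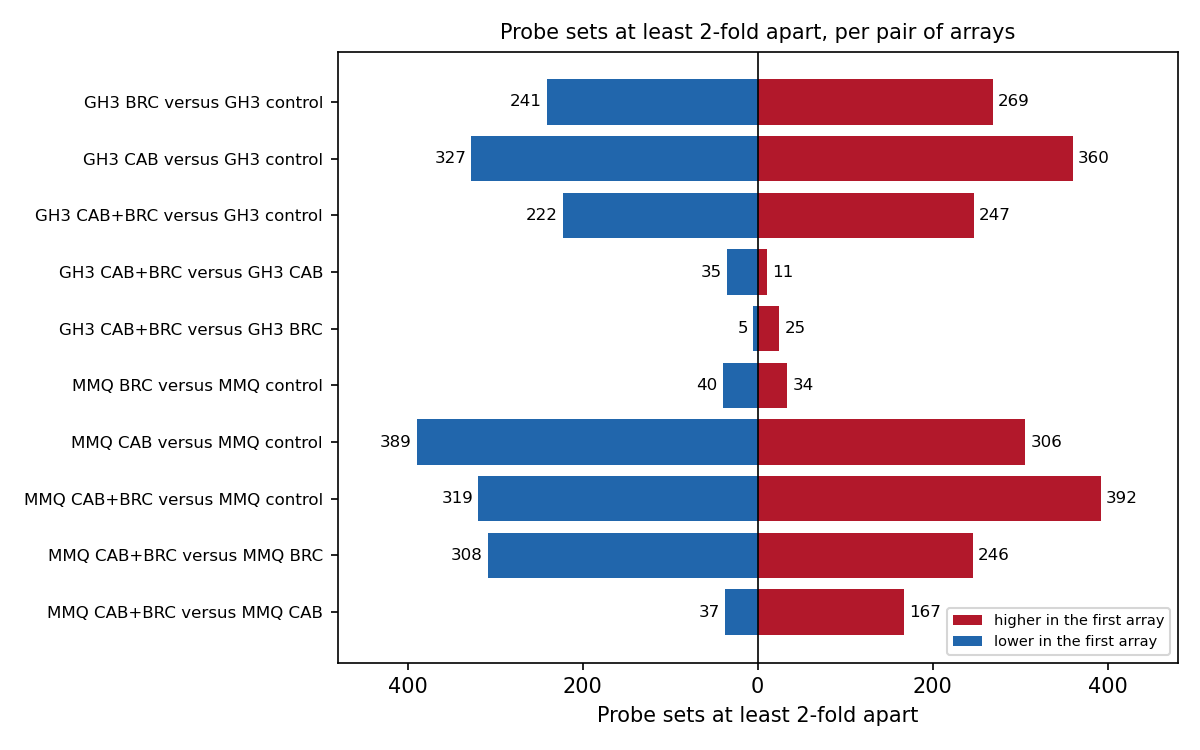
Number of probe sets at least 2-fold higher (red, to the right) or lower (blue, to the left) in the first array of each pair than in the second, out of 28295, with 1 array per condition. The bar for MMQ BRC against control is the shortest of the 6 against a control, at 34 higher and 40 lower, and the GH3 pairs of CAB+BRC against CAB or BRC have at most 35 in either direction.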

Upregulated (red spots) and downregulated (green spots) mRNAs showed significantly different expression levels between the control group and drug-treated group (Table 1 and Table 2). 

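In GH3 cells with BRC, GAA, which encodes an enzyme that breaks down glycogen in the lysosome, had an intensity of 664 against 194 in the control. DPP7, a dipeptidyl peptidase, was at 1050 against 357. The galectins LGALS9 and LGALS3 were at 154 and 425 against 31.2 and 124. KCNMA1, a calcium-activated potassium channel, was at 262 against 72.4, and BLNK, an adaptor of B cell receptor signalling, at 259 against 59.7. All 10 genes of Table 1 were at least 2-fold higher with BRC, which holds by construction because they were identified by that fold.
The 10 genes were also higher in the GH3 CAB array than in the control, 9 of them at least 2-fold, for example GAA at 578 and DPP7 at 1333. This comparison uses the same GH3 control array, so part of it may come from that array. Between the BRC and CAB arrays of GH3 cells, 1 of the 10, EGR1, was at least 2-fold apart. Between CAB+BRC and CAB, a pair without the control, 7 of the 10 were higher, only EGR1 at least 2-fold, while among the others ASTN1 was lower by a log2 difference of -1.04 and DPP7 by -0.40. Of the 7 genes of Table 1 bright enough for limma, all had an estimate above 0 and 0 passed, with 1691 of all tested probe sets at an unadjusted p under 0.05. Without the GH3 control or the GH3 BRC array, 5 of the 7 estimates were above 0. LGALS3 had a log2 effect of 1.11 (standard error 0.301, adjusted p = 0.403 in limma). This comes from log2 differences of 1.77 against the control and 0.45 with CAB present. Adjusted over the list alone 2 passed, EGR1 and LGALS3 (adjusted p = 0.0313 in limma), which is not independent evidence because the study chose the list on these arrays. Without the GH3 CAB or the GH3 CAB+BRC array 6 of the 7 passed, where the effect is the BRC array against the control array alone and its spread comes from MMQ cells, whose departures from additivity are smaller (standard deviation 0.300 against 0.459 in GH3 cells).

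**Figure D2:**
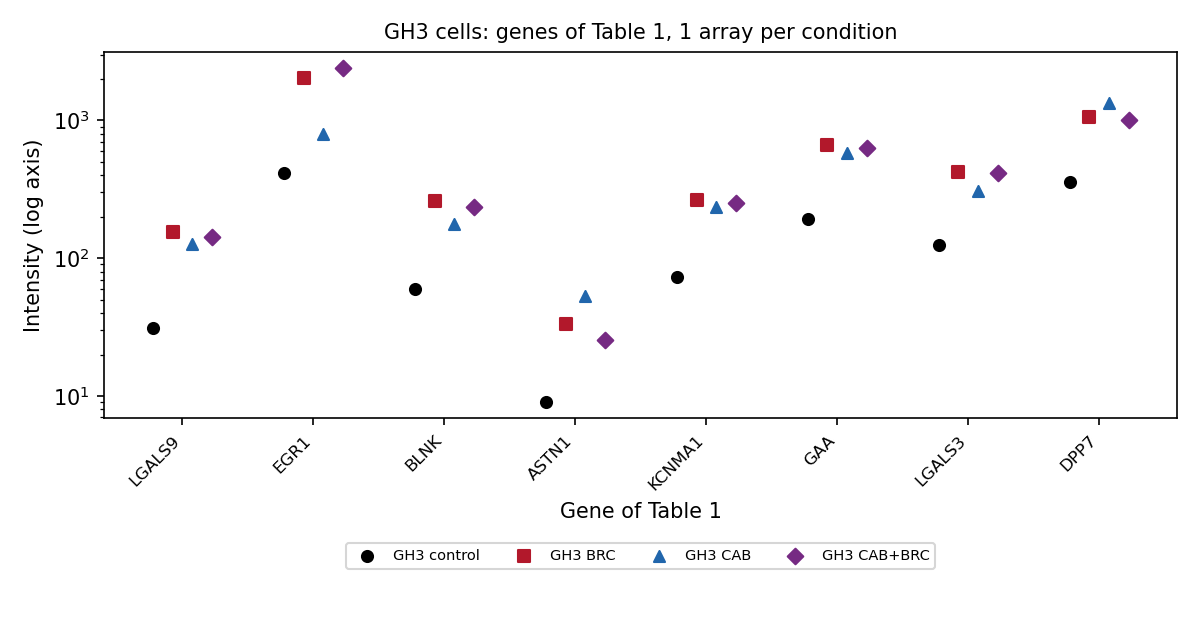
Intensity (log axis) of 8 of the 10 genes of Table 1 in the 4 GH3 arrays, 1 point per array. The control (black) is the lowest point for every gene plotted, and EGR1 is the gene whose CAB point lies less than 2-fold above it.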

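In MMQ cells with CAB, MVD, an enzyme of the mevalonate pathway to cholesterol, rose from 259 in the control to 1698, and ACSS2, which makes acetyl-CoA from acetate, from 184 to 1331. The glycoprotein GPNMB rose from 233 to 2267, LGALS3 from 146 to 1021 and the clathrin adaptor subunit AP1S2 from 11.9 to 84.5. CDCA3, a gene of the cell division cycle, fell from 528 to 66.0, SHCBP1 from 161 to 15.9 and ASPM, a protein of the mitotic spindle, from 727 to 116. The chemokine CCL7 (205 against 33.3) and RSAD2, an interferon-induced antiviral gene (235 against 18.0), were not tested because they were dim. ATP6V1G3, a subunit of the proton pump that acidifies lysosomes, was at 20.2 against 196.
With BRC present, the CAB+BRC array against BRC gave the same direction for all 14 genes, at least 2-fold for 9 of the 10 higher ones and for the 4 lower ones. With BRC alone, 6 of the 10 were higher than in the control, 1 of them at least 2-fold. Of the 4 genes lower with CAB, 2 were also lower than in the control with BRC alone. Among these, 1 was at least 2-fold lower, ATP6V1G3 at 57.1 against 196. In limma 9 of the 11 genes bright enough for the test passed for CAB in MMQ cells, 6 higher and 3 lower, and adjusted over the list alone 11 did, which is not independent evidence because the study chose the list on these arrays. The log2 effect was 2.48 for MVD (standard error 0.156, adjusted p = 0.00435 in limma), 2.79 for GPNMB (standard error 0.270, adjusted p = 0.00617 in limma) and -2.92 for CDCA3 (standard error 0.203, adjusted p = 0.00435 in limma). ATP6V1G3 did not pass, with a log2 effect of -2.39 (adjusted p = 0.0556 in limma), and its adjusted p was 0.0373 without the MMQ BRC or MMQ CAB+BRC array and 0.0192 without any one of the GH3 arrays, but 0.441 without the MMQ control or MMQ CAB array, where the effect was -1.56. Without the MMQ control or the MMQ CAB array 6 genes passed, and LGALS3 (log2 effect 2.33 in place of 2.56, adjusted p = 0.0536 in limma) and ASPM (-2.02 in place of -2.33, adjusted p = 0.0605 in limma) did not. A fit with 1 CAB effect common to both lines takes the mean of both lines and counts their difference as spread. It gave MVD, ACSS2, GPNMB, LGALS3, AP1S2, CDCA3, SHCBP1 and ASPM a limma adjusted p between 0.153 and 0.451. It does not test MMQ cells alone.

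**Figure D3:**
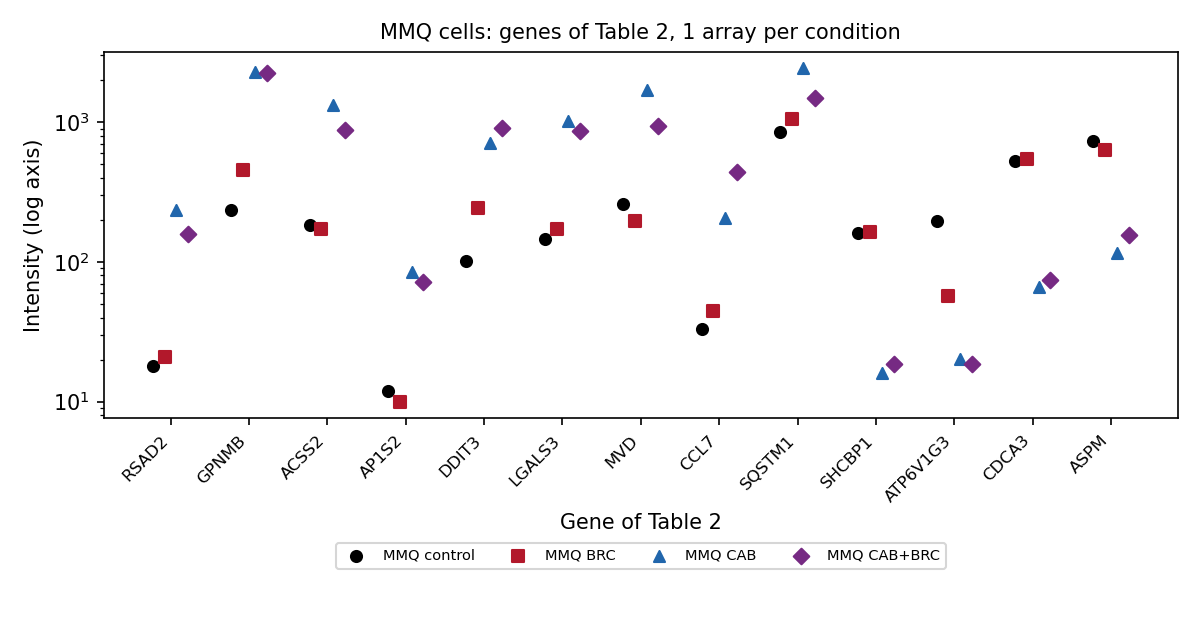
Intensity (log axis) of 13 of the 14 identified genes of Table 2 in the 4 MMQ arrays, 1 point per array. The CAB and CAB+BRC points lie together and apart from the control for most genes, as for GPNMB at 2267 and 2237 against 233, while SQSTM1 with CAB+BRC lies less than 2-fold above the control.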

Then, the mRNA-target interactions and functional associations were analysed using network-based visual analysis (Fig. 6b). 

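EGR1, an immediate early transcription factor induced through ERK signalling, had an intensity of 413 in the GH3 control, 2037 with BRC, 791 with CAB and 2390 with CAB+BRC. BRC thus gave a log2 difference of 2.30 against the control and of 1.59 with CAB present. In MMQ cells EGR1 fell with CAB, from 256 in the control to 42.4, and was at 521 with BRC and 49.3 with CAB+BRC. DDIT3, a transcription factor of the endoplasmic reticulum stress response, rose with CAB in MMQ cells from 101 to 714. With BRC in MMQ cells it was also higher than the control, at 243. In GH3 cells it was lower than the control (1063) with either drug, at 634 with BRC and 543 with CAB. In the GH3 pairs without that control its log2 differences were above 0. They were 0.38 for BRC (CAB+BRC against CAB) and 0.15 for CAB (CAB+BRC against BRC). In MMQ cells SQSTM1, a receptor that links ubiquitinated cargo to autophagosomes, was at 2433 with CAB against 857 in the control. With CAB+BRC it was at 1498. In GH3 cells SQSTM1 was at 1314 with BRC, 809 with CAB and 1091 with CAB+BRC, against 994 in the control.
For BRC in GH3 cells EGR1 had a log2 effect of 1.95 (standard error 0.245). It did not pass over all probe sets (adjusted p = 0.403 in limma, unadjusted p = 0.000143). The effect was 2.30 without the GH3 CAB or the GH3 CAB+BRC array. It was 1.59 without the GH3 control or the GH3 BRC array, and stayed at 1.95 without any one of the MMQ arrays. For CAB in MMQ cells the log2 effect of EGR1 was -2.97 (standard error 0.245, adjusted p = 0.00475 in limma) and that of DDIT3 2.36 (standard error 0.310, adjusted p = 0.0131 in limma). The call of DDIT3 was lost without the MMQ control or the MMQ CAB array (log2 effect 1.90, adjusted p = 0.0767 in limma), and with 1 CAB effect common to both lines neither EGR1 (adjusted p = 0.538) nor DDIT3 (adjusted p = 0.534) passed. SQSTM1 had a log2 effect of 1.01 (standard error 0.232, adjusted p = 0.0670 in limma), and its adjusted p was 0.0406 without the MMQ BRC or MMQ CAB+BRC array (effect 1.51) but 0.776 without the MMQ control or MMQ CAB array (effect 0.51). The arrays measure RNA, and the phosphorylation of ERK, AKT or mTOR is outside what they show. The paper entered its differential genes into a network analysis, drew EGR1 beside ERK for BRC-treated GH3 cells (Fig. 6b) and SQSTM1 beside Akt and MTOR for CAB-treated MMQ cells (Fig. 6c), and from these networks predicts a pathway for each drug.

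**Figure D4:**
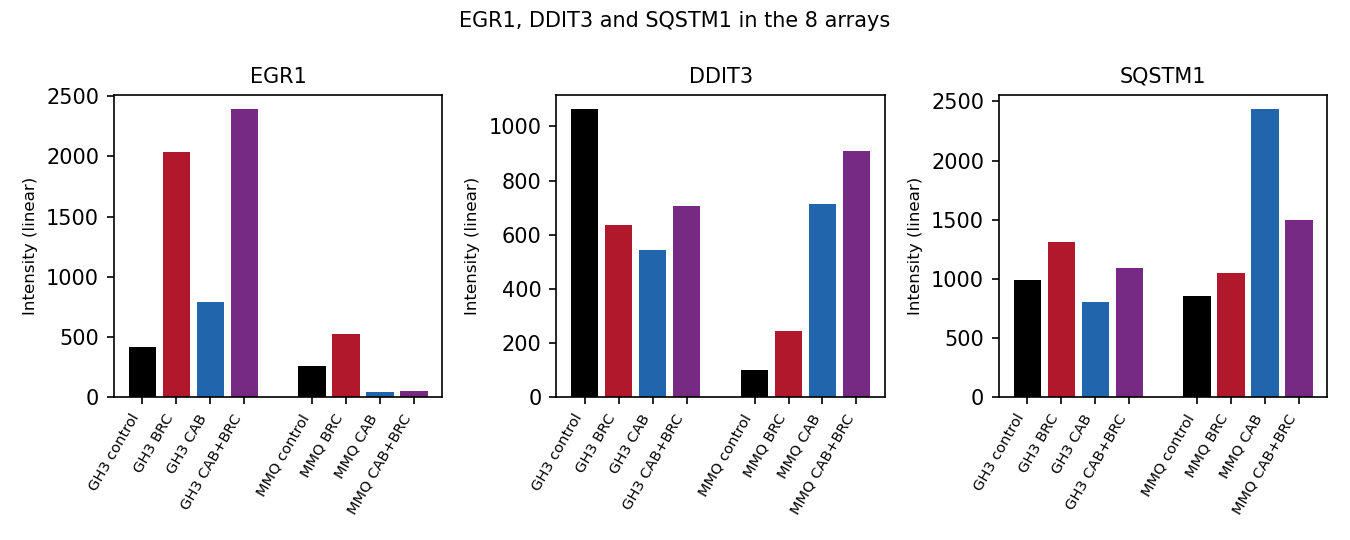
Intensity (linear axis from 0) of EGR1, DDIT3 and SQSTM1 in the 8 arrays, 1 bar per array, with GH3 arrays on the left and MMQ arrays on the right of each panel. EGR1 is highest in the GH3 arrays with BRC (2037 and 2390) and lowest in the MMQ arrays with CAB (42.4 and 49.3).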

According to the results of the network analysis, the ERK pathway was predicted to be associated with BRC-induced apoptosis in GH3 cells, while the AKT/mTOR pathway was predicted to be associated with CAB-induced autophagy in MMQ cells (Fig. 6b).

**Fig. 6:**
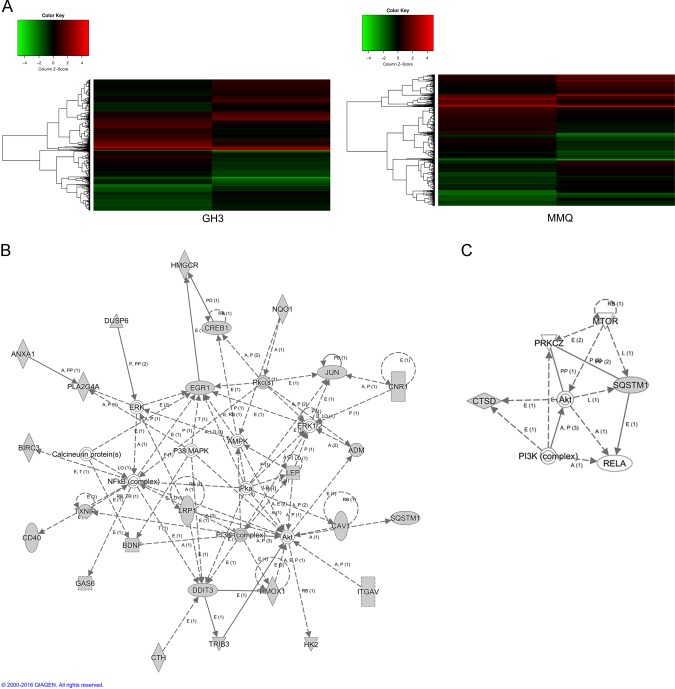
Differential mRNA levels and pathways participating in BRC- and CAB-induced cell death. **a** Differential mRNA expression in GH3 cells treated with or without BRC (50 μM). Differential mRNA expression in MMQ cells treated with or without CAB (50 μM). **b** Pathway enrichment analysis of BRC-treated GH3 cells. **c** Pathway enrichment analysis of CAB-treated MMQ cells

**Table 1:** Differential gene expression in GH3 cells treated with BRC compared to untreated cells

Fold change	Log fold change	Regulation	Gene symbol
4.933581	2.3026352	Up	LGALS9
4.930829	2.3018303	Up	EGR1
4.3389397	2.1173425	Up	BLNK
3.6815016	1.8802943	Up	ASTN1
3.6199	1.8559499	Up	KCNMA1
3.4291174	1.7778373	Up	GAA
3.423807	1.7756014	Up	LGALS3
3.358247	1.7477083	Up	HEXB
3.1464825	1.6537399	Up	RORC
2.9402692	1.5559483	Up	DPP7

**Table 2:** Differential gene expression in MMQ cells treated with CAB compared to untreated cells

Fold change	Log fold change	Regulation	Gene symbol
13.250016	3.7279222	Up	CCL2
13.07152	3.708355	Up	RSAD2
10.597276	3.4056215	Up	PCSK9
9.717957	3.280653	Up	GPNMB
7.2340307	2.8547997	Up	ACSS2
7.105637	2.828964	Up	AP1S2
7.084643	2.824695	Up	DDIT3
6.9898877	2.8052692	Up	LGALS3
6.5683384	2.7155285	Up	MVD
6.1448593	2.61938	Up	CCL7
2.8404617	1.5061255	Up	SQSTM1
−10.145994	−3.3428383	Down	SHCBP1
−9.712309	−3.2798142	Down	ATP6V1G3
−8.005065	−3.0009131	Down	CDCA3
−7.996392	−2.999349	Down	TTK
−6.270357	−2.6485476	Down	ASPM

### BRC activates ERK1/2 and upregulates the expression of EGR1 in prolactinoma cells

Early growth response protein 1 (EGR1) is one of the classic zinc finger transcription factors. Activation of the ERK pathway could increase EGR1 expression. As shown in Fig. 7a, b, EGR1 expression was increased, and the ERK pathway was significantly activated in GH3 and MMQ cells treated with BRC. After siRNA transfection was used to downregulate EGR-1 (Fig. 7c, d), the inhibitory effect of BRC on the proliferation of rat pituitary adenoma cells was weakened (Fig. 7e). Thus, BRC induces apoptosis in rat pituitary adenoma cells through the ERK/EGR1 pathway.

**Fig. 7:**
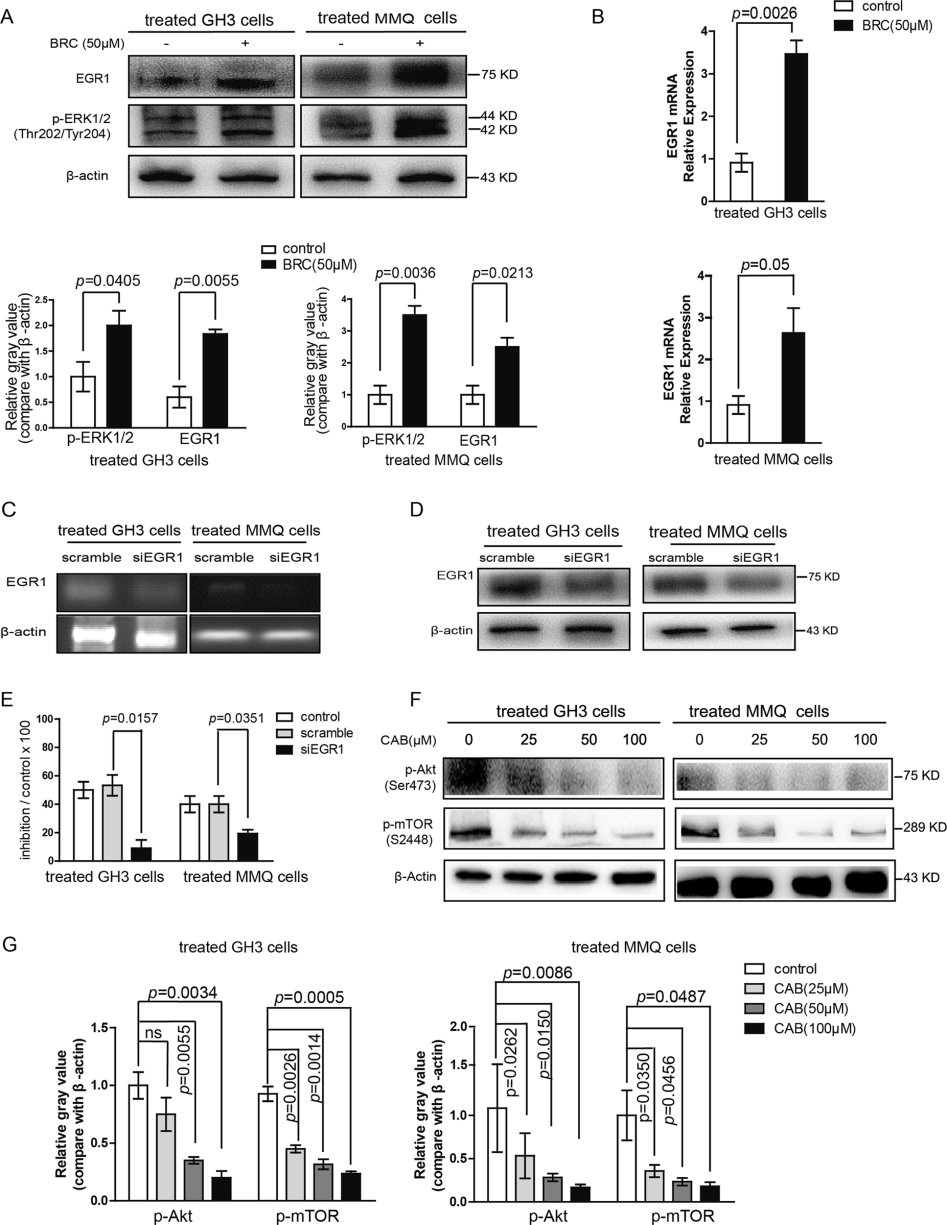
BRC activates ERK1/2 and upregulates the expression of EGR1 in prolactinoma cells. **a** Immunoblot analysis of EGR1 and p-ERK1/2 in GH3 and MMQ cells treated with DMSO or BRC (50 μM) for 48 h. **b** RT-qPCR analysis of the mRNA expression of EGR1 in GH3 and MMQ cells treated with BRC (50 μM) for 48 h. **c**, **d** Immunoblot analysis and RT-PCR of EGR1 expression after GH3 and MMQ cells were transfected with the control (Ctrl) or the siRNA against EGR1 for three days. **e** Cell viability of MMQ and GH3 cells treated with the control (Ctrl) or with the siRNA against EGR1. **f**, **g** GH3 and MMQ cells were treated with CAB at concentrations of 25, 50, and 100 μM, followed by immunoblot analysis for p-Akt, p-mTOR and β-actin

### Inactivation of AKT/mTOR induced by CAB in pituitary adenoma cells

Next, we identified the effect of CAB on the AKT/mTOR pathway. mTOR is a highly conserved serine/threonine protein kinase. Previous studies have found that AKT could activate the mTOR pathway^20^. Here, we detected the expression levels of p-AKT and p-mTOR in GH3 and MMQ cells treated with CAB for 48 h by western blotting. We found that the phosphorylation levels of AKT and mTOR were significantly lower in the CAB-treated group than in the control group (Fig. 7f, g). These results showed that CAB can suppress the activation of the AKT/mTOR signalling pathway to induce autophagy in prolactinoma cells.

### Subcutaneous xenograft model and drug therapy in nude mice

Finally, we investigated whether BRC suppressed tumour growth in a GH3 xenograft model. One week after the subcutaneous injection of GH3 cells in nude mice, tumour formation was observed, and tumourigenic nude mice were randomly divided into two groups of 5 mice each (Fig. 8a). We found that the tumour sizes in the BRC treatment group were significantly smaller than those in the control group (65.58 ± 17.85 mm^3^ vs 689 ± 113.15 mm^3^, Fig. 8b–d). The tumour weight was 0.28 ± 0.03 g vs 1.29 ± 0.13 g in the BRC treatment group and control group, respectively. Consistent with these findings, apoptosis was detected by TUNEL staining in the subcutaneously transplanted tumours, and the expression levels of EGR1 and p-ERK1/2 in both groups were detected by immunohistochemistry (Fig. 8f). We found that the positive rate of tumour cell TUNEL staining in the BRC-treated group was significantly higher than that in the control group and that the EGR1 and p-ERK1/2 expression levels were also significantly higher in the BRC treatment group than in the control group (Fig. 8f). These results suggest that BRC suppresses tumour growth by inducing EGR1 in vivo.

**Fig. 8:**
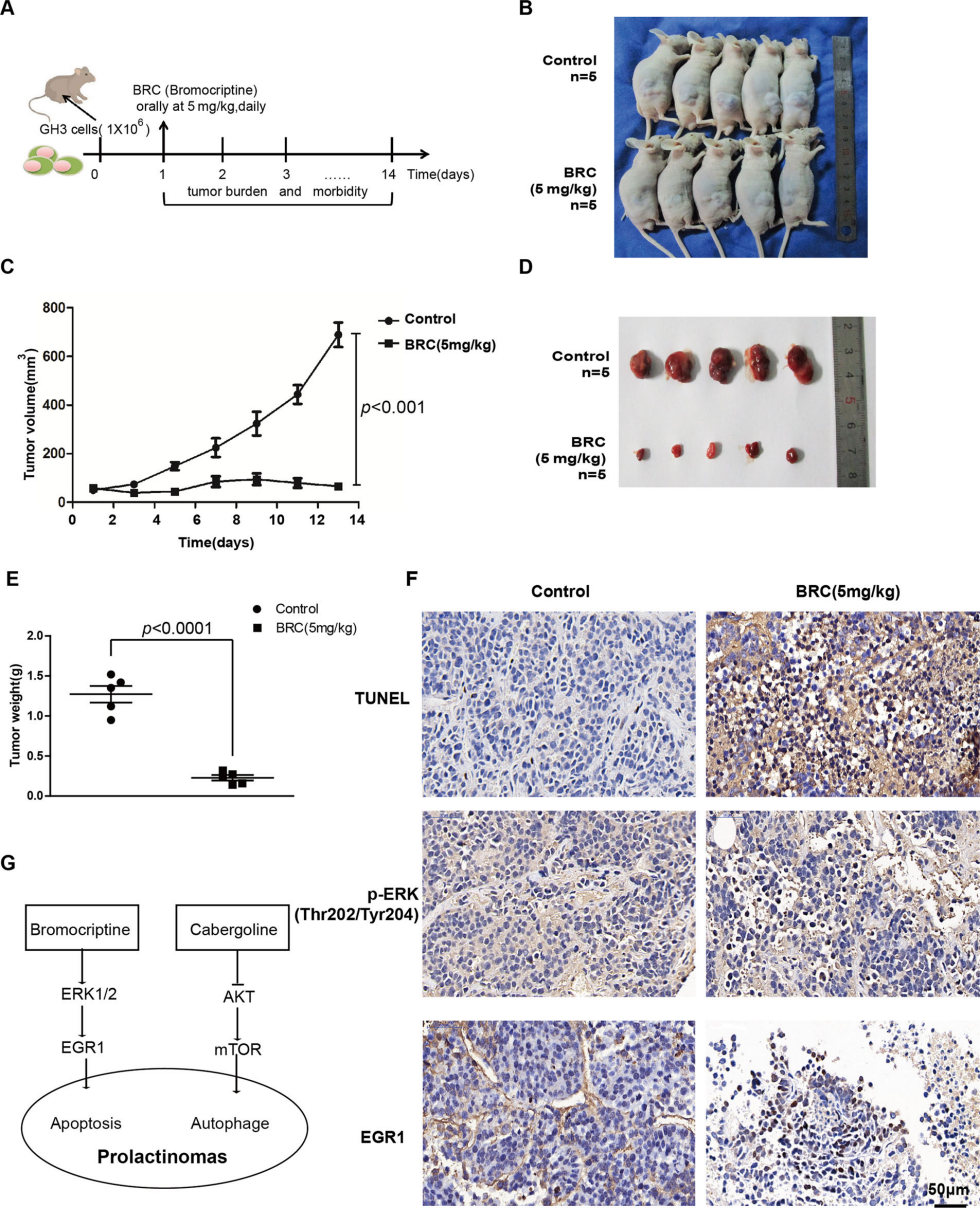
Subcutaneous xenograft model and drug therapy in nude mice. **a** Schematic representation of the experimental procedure employed to study tumours in nude mice. Tumour formation was observed, and tumourigenic nude mice were randomly divided into a control group and a BRC treatment group (*n* = 5). **b** Representative images of xenograft tumours in nude mice. **c** The tumour volume on the nude mouse. **d** Representative images of the tumour samples from each group. **e** The tumour weight of each group. **f** The TUNEL staining and immunohistochemical analyses of EGR1 and p-ERK in tumour samples of each group. **g** The proposed mechanism of BRC- and CAB-induced cell death in prolactinoma cells

## Discussion

In the present study, we investigated the mechanisms underlying the of difference in efficacy between BRC and CAB in patients with prolactinomas using the rat prolactinoma cell lines GH3 and MMQ. For the first time, it was revealed that GH3 cells have a greater sensitivity to BRC than MMQ cells, while MMQ cells have a greater sensitivity to CAB than GH3 cells. Moreover, this difference in sensitivity is likely due to the different pathways of cell death induced by BRC and CAB.

In recent decades, according to morphology, enzymology, immunology and functional characteristics, cell death has mainly been divided into programmed cell death (PCD) and necrosis^14^. PCD is a distinct biochemical and genetic pathway and has been investigated in various cancer cells; its morphologic manifestation of apoptosis is an inherent, controlled cellular death programme^21,22^. Another cell death model involves autophagy, which is also called PCD II to distinguish it from apoptosis or PCD I^23,24^. Apoptosis induction is one of the most important strategies for tumour therapy. Autophagy is a process in which a portion of the cytoplasmic proteins and organelles are engulfed and degraded/digested, which favours cell survival. However, when autophagy is overactivated and too much of the cell contents are lost, cell death is induced. It has been reported that CAB converts autophagy into cell death by the concomitant induction of autophagy and inhibition of autophagic flux^15,16^. BRC was reported to inhibit PRL secretion to shrink the tumour volume and induce apoptosis in GH3 cells^17^. However, it remains unknown whether the other mechanism may also be involved in CAB- and BRC-mediated tumour shrinkage and serum PRL level decrease in prolactinomas.

Autophagy and apoptosis are two main causes of drug-induced cell death. Recently, autophagy-dependent cell death induced by CAB in prolactinoma cells has been reported^25,26^, but there are no reports about BRC-induced cell autophagy. Our data demonstrate that while both BRC and CAB can induce autophagy in GH3 and MMQ cells, CAB-induced autophagy is significantly stronger than BRC-induced autophagy in rat prolactinoma cells. We then inhibited autophagy in the two cells using 3-MA, and the cell viability in the BRC treatment group did not change significantly; however, the cell viability significantly increased with CAB treatment. These results suggested that BRC-induced cell autophagy has little effect on cell viability, while CAB induces cell death mainly through autophagy. However, we could not identify the role of autophagy in BRC-induced cell death.

Next, we focused on the different effects of BRC and CAB on apoptosis in prolactinoma cells. To the best of our knowledge, there has been no comparative study performed investigating the induction of apoptosis by BRC and CAB in prolactinomas cells. We detected the effects of CAB and BRC on apoptosis in GH3 and MMQ cells. Annexin-V staining and the activation of caspase-3, which are features of typical apoptosis, showed the occurrence of apoptosis in GH3 cells and MMQ cells treated with CAB or BRC. However, we found that the apoptosis rates in GH3 and MMQ cells were significantly higher in BRC-treated cells than in the controls. The relative expression of cleaved caspase-3 in cells treated with BRC was also significantly higher than that in CAB-treated cells. After treatment of GH3 cells with Z-VAD-FMK, a pan-caspase inhibitor, we found that the effects of BRC and CAB on apoptosis were significantly inhibited. However, the cell viability of the BRC-treated group was significantly higher than that of the CAB-treated group, suggesting that the apoptosis of prolactinomas cells plays a more important role in BRC-induced cell death than in CAB-induced cell death. By comparing autophagy and apoptosis in GH3 and MMQ cells treated with BRC or CAB, we found that BRC mainly induces the apoptotic effect of prolactinomas cells, while CAB mainly induces autophagy in prolactinomas cells. Taken together, there is a difference in BRC- and CAB-induced cell death in rat pituitary adenoma cells.

Due to the different mechanisms of BRC- and CAB-induced cell death, we used a microarray to define the differences in relative gene expression and signalling pathways between BRC and CAB in pituitary adenoma cells. 

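BRC and CAB are both ergot derivatives that act as dopamine agonists, and their arrays can be compared within each line at 50 μM, although no treatment time was found for the GH3 CAB and MMQ BRC arrays. In the limma fit, CAB minus BRC equals the difference between the single CAB array and the single BRC array of a line, and its spread comes from the departures of the CAB+BRC arrays of both lines. In MMQ cells, CAB minus BRC was above 0 for the mevalonate pathway enzyme MVD, with a log2 difference of 3.10 (95% interval 2.57 to 3.63, adjusted p = 0.0164 in limma), and below 0 for EGR1, with -3.59 (95% interval -4.42 to -2.76, adjusted p = 0.0164 in limma). Among the 11 tested genes of Table 2, 8 differed between the drugs in MMQ cells, 5 higher and 3 lower with CAB (10 when adjusted over the list alone, which is not independent evidence because the study chose the list on these arrays). In GH3 cells, CAB minus BRC was -1.36 for EGR1 (95% interval -2.20 to -0.53, adjusted p = 0.476 in limma) and -0.20 for GAA (95% interval -1.38 to 0.98). These intervals include differences of more than 2-fold, so they do not show that the drugs act alike in GH3 cells. The EGR1 difference in GH3 cells was -2.07 without the GH3 CAB array and -0.66 without the GH3 BRC array.
Over all tested probe sets, 240 differed between CAB and BRC in MMQ cells, 85 higher and 155 lower with CAB. In GH3 cells limma called 0, with 1254 at an unadjusted p under 0.05, and whether the difference between the drugs itself differs between the lines was not tested. The count in MMQ cells was 0 without the MMQ BRC array (984 at an unadjusted p under 0.05), 3 without the MMQ CAB array, 955 without any one of the GH3 arrays, and 0 in limma with effects common to both lines (797 at an unadjusted p under 0.05). Without the MMQ BRC array the log2 difference was 3.56 for MVD (adjusted p = 0.187 in limma) and -2.78 for EGR1 (adjusted p = 0.232 in limma), without the MMQ CAB array it was 2.64 (adjusted p = 0.304 in limma) and -4.39 (adjusted p = 0.0994 in limma), and 0 of the 11 genes of Table 2 passed when one or the other was left out. In the fit with effects common to both lines, each effect is the mean of both lines, so its 0 does not describe MMQ cells alone. The 2-fold cutoff was also applied to the differences between the BRC and CAB arrays over all 28295 probe sets. This was chosen after seeing the data and is not a separate comparison. BRC was at least 2-fold higher than CAB for 23 probe sets and lower for 127 in GH3 cells. In MMQ cells it was higher for 536 and lower for 303.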

We analysed the differential gene expression and interaction network in CAB-treated MMQ cells and BRC-treated GH3 cells. We found that the function of BRC was associated with EGR1 expression and the ERK signalling pathway, whereas the function of CAB was related to the activation of the AKT/mTOR pathway, which might explain the difference in BRC- and CAB-induced cell death.

EGR1 is an important transcriptional regulatory factor that regulates cell proliferation, differentiation and cell survival and plays an important role in the processes of tumour growth and differentiation^27^. Studies have shown that a high expression level of EGR1 can significantly inhibit the proliferation of breast cancer, non-small cell lung cancer, and oesophageal cancer^28–30^. The activation of ERK1/2 can upregulate the expression level of EGR1^31,32^. We analysed the levels of ERK1/2 phosphorylation and the EGR1 protein in BRC-treated GH3 and MMQ cells and found that the levels of p-ERK and EGR1 were significantly increased compared to those in the controls. The immunohistochemistry of the subcutaneous xenograft model showed the same result. We then downregulated the expression of EGR1 by siRNA transfection and found that the cell viability of GH3 and MMQ cells was significantly increased after BRC treatment. These results suggested that BRC induces apoptosis through the ERK/EGR1 signalling pathway.

The mTOR pathway can significantly inhibit autophagy^33^. Therefore, to verify whether CAB induces autophagy by inhibiting the mTOR signalling pathway, we detected the expression levels of p-AKT and p-mTOR. We found that CAB can significantly inhibit the activation of p-AKT and p-mTOR. As we have found that CAB can induce autophagy in GH3 and MMQ cells, the AKT/mTOR signalling pathway might play an important role in CAB-induced autophagy.

In summary, we have reached the following conclusions. First, GH3 cells are more sensitive to BRC than MMQ cells, and MMQ cells are more sensitive to CAB than GH3 cells. Second, BRC mainly induces apoptosis, while CAB induces autophagy in prolactinoma cells. Third, BRC induces apoptosis through the ERK/EGR1 signalling pathway, while CAB induces autophagy by inhibiting the AKT/mTOR signalling pathway in prolactinoma cells (Fig. 8g). Our study was the first to demonstrate the differences in drug sensitivities BRC and CAB and the underlying mechanisms in prolactinoma cells to provide a novel therapeutic strategy for the accurate treatment of prolactinoma and other tumours.

How the deposited data were processed for this re-analysis (not part of the article)

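RNA of GH3 and MMQ cells, each as untreated control and with BRC, CAB or CAB+BRC, was measured on 8 Affymetrix rat genome arrays, 1 array per condition. The dose was 50 μM for the arrays with a single drug, and the time was 48 h for the 4 arrays the paper reports on. Samples were assigned to conditions from the labels and the paper, and all 8 were assigned. The authors scanned the arrays and computed signal values with the Affymetrix Command Console software, and they deposited 1 intensity per probe set and array on a linear scale. The summarization, the background correction and the normalization between arrays are not given in the sources used here, and the paper does not state a filter on dim probe sets. No detection calls were used. The array medians lay between 45.9 and 49.9 over the 8 arrays, so no further scaling was applied.

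From the deposited intensities, log2 of the intensity plus 1 was computed for all 28295 probe sets. For each pair of arrays the log2 difference was taken, and probe sets at least 2-fold apart were counted, as in the paper's methods. A pair of arrays gives no p-value. The pairs were each treated array against the control of its line, and CAB+BRC against each single drug, which is a repeat of a drug effect without any array of the first pair. Direct pairs of BRC against CAB were added after seeing the data. The expected overlap of independent lists is the product of both counts divided by the number of probe sets.

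The file's names for the probe sets did not go with the values. By the annotation, 18948 probe sets have 1 gene symbol, 399 have several and 8948 have none. The correlation of mean log2 values between probe sets of the same gene name was -0.0244, inside the range of -0.058 to 0.0664 from 1000 re-pairings. Each of the 26 entries of Table 1 and Table 2 was therefore matched to the probe sets by its printed fold, within a relative tolerance of 1e-06. For 24 entries exactly 1 probe set matched, with a relative difference of at most 4.37e-07, and 0 of these probe sets carried the name of the entry. At most 0.00055 matches per entry were expected by chance, and of 5200 shifted folds 1 found a probe set (0.0192%). CCL2 and TTK found none and were not analysed here. The rule for named genes, written before the data were examined, took every gene of Table 1 and Table 2, whose values had been seen, the single genes drawn in Fig. 6b and Fig. 6c, the genes with the largest changes and members of 21 gene lists. Because other probe sets have no reliable name, only the genes of the tables are named, with EGR1, DDIT3 and SQSTM1 followed in every array. Single results of 3 matched genes of the tables are not reported here, and these genes stay in the matching, the tests and the counts over the tables. The gene lists, the counts over genes and the levels of prolactin, growth hormone and the dopamine receptor were not computed, and the probe set named Prl in the annotation had an intensity of 9.71 to 16.2 and the one named Gh1 of 12.5 to 13.9.

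An additive model was fitted with limma's lmFit and eBayes to all 8 arrays, with cell line, CAB within line and BRC within line. It leaves 2 residual degrees of freedom, which measure the departure of the CAB+BRC array from the sum of both drugs in each line. The standard deviation of that departure was 0.459 on the log2 scale in GH3 cells and 0.300 in MMQ cells, with 570 and 111 of the 14147 tested probe sets at 2-fold or more. Both lines share the spread that comes from these departures. Probe sets with a mean log2 value above the median of all probe sets were tested, two-sided, at a Benjamini-Hochberg adjusted p under 0.05. Intervals are 95% intervals from the moderated fit. In the fits with an array left out, the line that lost it adds nothing to the residual and is assumed to vary like the other.

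Both procedures were tested on simulated data. The count of probe sets 2-fold apart was simulated for BRC in GH3 cells over 28295 probe sets with 200 changed. It recovered 4.5% of those changed 1.5-fold, 48.5% of those changed 2-fold and 100% of those changed 4-fold. Other calls were 3, 4 and 6 at 1.5-fold, 2-fold and 4-fold. No replicate array sets the noise for this simulation, so these do not show how many of the 510 real calls are noise. The additive fit, simulated for BRC in GH3 cells over 14147 probe sets with 200 changed, recovered 0% at 1.5-fold, 0% at 2-fold and 75% at 4-fold when each probe set kept its own spread. With moderated spreads it recovered 14% at 1.5-fold, 96.5% at 2-fold and 94% at 4-fold, and the share of false calls was 15.2%, 9.81% and 10.5%. The limits that this simulation had to meet were loosened after its first results were seen, and the simulation with moderated spreads was added then. The false share was above the 5% the threshold aims at, so calls of the additive fit are less certain than their adjusted p.

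Alternatives were quantile normalization, centring each array on its median, a filter on dim probe sets, fold cutoffs of 1.5 and 3, an offset of 16, the pair with the other drug present, a fit with an intensity trend, a fit with no filter, each array left out in turn, and 1 CAB and 1 BRC effect common to both lines. Taking logs with no offset, and the pair with the other drug present for CAB in GH3 cells and BRC in MMQ cells, were added after seeing the data. The analysis used R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.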

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

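The limma tests of drug effects and of their difference between lines were planned, and the tests of explanations given here were all chosen after the result was seen.

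By the test of the difference itself, 16 probe sets had a higher and 4 a lower CAB effect in MMQ than in GH3 cells. The majority turned to lower without the GH3 control or GH3 CAB array. It stayed higher without the GH3 BRC or GH3 CAB+BRC array, so the main direction is not settled. In all, the CAB effect differed between the lines for 20 probe sets. This count was 0 without the MMQ BRC or MMQ CAB+BRC array (1171 at an unadjusted p under 0.05 in limma), 2 without the MMQ control or MMQ CAB array, 183 without the GH3 control or GH3 CAB array and 431 without the GH3 BRC or GH3 CAB+BRC array. MVD was among them, with a difference of 2.75 on the log2 scale (standard error 0.221, adjusted p = 0.0301 in limma). Its call was lost without any one of the MMQ arrays, at an adjusted p of 0.0646 without the BRC or CAB+BRC array (difference 2.98) and 0.0660 without the control or CAB array (difference 2.52).

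EGR1 had a CAB effect of -2.97 in MMQ cells and 0.58 in GH3 cells, a difference of -3.55 (standard error 0.346, adjusted p = 0.0332 in limma), and of -3.15 (adjusted p = 0.0646 in limma) without the MMQ BRC or MMQ CAB+BRC array. The CAB effect of EGR1 in GH3 cells was 0.23 without the GH3 control or GH3 CAB array (difference between lines -3.20). It was 0.93 without the GH3 BRC or GH3 CAB+BRC array (difference -3.91). A single odd MMQ CAB array is argued against by the pair without that array, CAB+BRC against BRC, with a log2 difference of -3.37. Scaling of the arrays is argued against by the difference of -3.54 after quantile normalization, and a chance match of the fold by the 0.0001 matches expected for EGR1. The cell line, the culture medium and the treatment time, which was not found for the GH3 CAB array, go together in this comparison and were not tested apart. A response to CAB that depends on the cell line may remain, as a hypothesis, since it was found and tested on the same arrays.

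In GH3 cells the control array stood apart. Its correlation with the treated arrays over all probe sets was 0.985 to 0.987, and the treated arrays correlated with each other at 0.991 to 0.995. BRC in GH3 cells gave 510 probe sets at least 2-fold apart with the control and 46 in the pair without it. A GH3 control culture that differed for a reason other than the drugs, and a response common to both drugs that a second drug does not add to, cannot be told apart, because both would give the 46 and there is 1 control array. Of the 510, 63.5% had the same sign with CAB in MMQ cells (64.7% of the higher and 62.2% of the lower ones), above the range of 41.8% to 57.5% from 1000 shuffles of the GH3 differences among probe sets of like brightness. With BRC in MMQ cells, the same drug, 55.4% of the higher and 47.3% of the lower ones had the same sign. These shares were not tested against shuffles. The excess with CAB argues against random noise of the GH3 control array as the cause of all 510. It rests on the MMQ CAB pair alone, and noise behind a part of the 510 stays open. For EGR1 a control that differed is argued against by its log2 difference of 1.59 with BRC in the pair without the control.

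Gene names and values came apart in the data used here. The median correlation of 0.00977 between probe sets of the same name lay within the range of random re-pairings, which fits names out of order with the values, while older gene names in the annotation are argued against by the correlation of mean levels of -0.0244, since probe sets of 1 gene under an older name would still share their level. No biological explanation was tested, and the step at which names and values parted stays open.

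The remaining results come from arrays the paper does not report on. CAB and BRC differed in MMQ cells for 240 probe sets in limma, 0 without the MMQ BRC array (984 at an unadjusted p under 0.05), 3 without the MMQ CAB array and 955 without any one of the GH3 arrays. At least 2-fold apart from the control of the same line were 687 probe sets with CAB in GH3 cells, 469 with CAB+BRC in GH3 cells, 74 with BRC in MMQ cells (34 higher and 40 lower) and 711 with CAB+BRC in MMQ cells. In the pairs without the control, CAB in GH3 cells gave 30 (25 higher and 5 lower) and BRC in MMQ cells 204 (167 higher and 37 lower).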

How the results depend on the processing

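The direct pairs of BRC against CAB, the logs with no offset, and the pair with the other drug present for CAB in GH3 and BRC in MMQ cells were chosen after seeing the data, and the other alternatives before. For the single genes reported, all 67 values kept their direction after quantile normalization and after centring. So did all 31 with an intensity trend and with no filter, and all 36 with no offset. The limma values kept their side of the adjusted p threshold, and the differences between single arrays moved by less than their spread. No scaling moved the share of higher probe sets by over 10 percentage points, but the larger direction turned in some pairs. Counts are given as higher then lower. After centring they were 246 and 276 for BRC in GH3, against 269 and 241 before. For CAB+BRC in GH3 they were 217 and 261, against 247 and 222. After quantile normalization they were 337 and 341 for CAB+BRC in MMQ, against 392 and 319. At 1.5-fold they were 1221 and 1379 for BRC in GH3, 1551 and 1463 for CAB in GH3, 1161 and 1331 for CAB+BRC in GH3, 392 and 359 for BRC in MMQ, 1152 and 1125 for CAB in MMQ, 1701 and 1077 for CAB+BRC in MMQ, 450 and 973 for BRC against CAB in GH3 and 1606 and 1341 for the same in MMQ. At 3-fold they were, in that order, 39 and 22, 45 and 39, 30 and 27, 5 and 6, 86 and 151, 80 and 132, 1 and 8, and 176 and 95. With an offset of 16 they were 163 and 138 for BRC in GH3, 225 and 210 for CAB in GH3, 155 and 142 for CAB+BRC in GH3, 18 and 22 for BRC in MMQ, 257 higher for CAB+BRC in MMQ, and 7 and 74 for BRC against CAB in GH3. These follow from the cutoffs and from the weight an offset gives to dim probe sets. In the pair with the other drug present, counts were 11 and 35 for BRC in GH3, 25 and 5 for CAB in GH3 and 167 higher for BRC in MMQ. There ASTN1 (-1.04) and DPP7 (-0.40) were lower with BRC in GH3 cells, and of the other single values 23 moved by more than their spread and 5 did not. The cause was not tested.

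In limma, 1 drug effect common to both lines gave 0 calls for CAB (1654 at an unadjusted p under 0.05) and 0 for CAB minus BRC (797). The CAB effect of EGR1 was -1.19 in place of 0.58 in GH3 cells, and 19 other single values fell short of the threshold. This effect is the mean of both lines, and a difference between the lines counts as spread. For EGR1 it lies between -2.97 in MMQ and 0.58 in GH3 cells, so it does not test MMQ cells alone. The CAB difference between lines gave 47 calls with no filter, where more probe sets are tested, and 41 with an intensity trend, cause not tested. Leaving out each array in turn gave 0 to 354 calls for BRC in GH3 (354 without GH3 CAB or GH3 CAB+BRC), 106 to 1580 for CAB in MMQ (106 without MMQ control or MMQ CAB, 1580 without any one of the GH3 arrays), 0 to 2 for BRC in MMQ (2 without MMQ CAB or MMQ CAB+BRC), 0 to 957 for CAB in GH3 (957 without GH3 BRC or GH3 CAB+BRC), 0 to 1 for CAB minus BRC in GH3 (1 without GH3 BRC), 0 to 955 for CAB minus BRC in MMQ (0 without MMQ BRC, 955 without any one of the GH3 arrays), 0 to 0 for the BRC and 0 to 431 for the CAB difference between lines (431 without GH3 BRC or GH3 CAB+BRC). Of the genes of Table 1, 0 to 6 passed for BRC in GH3 (6 without GH3 CAB or GH3 CAB+BRC). Of those of Table 2, 6 to 11 passed for CAB in MMQ (6 without MMQ control or MMQ CAB) and 0 to 9 for CAB minus BRC in MMQ (0 without MMQ BRC or MMQ CAB). CAB minus BRC of ATP6V1G3 in MMQ ranged from -3.11 to 0.20, above 0 without MMQ CAB. With an array left out, fewer arrays set the spread. No analysis paired by replicate number was possible because each condition has 1 array, while the fit with effects common to both lines compares arrays within each line. Not run, because names and values do not go together, were counts over genes, the gene lists and other probe sets per gene. Signal over background is not known without detection calls, so folds of dim probe sets are uncertain.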

Differences from the paper's values

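The comparison with no offset was chosen after the values were seen. For the 24 entries of Table 1 and Table 2 that could be matched, 0 log2 differences differed from the paper's beyond their spread, which holds by construction because the probe sets were found through the printed folds. The largest gap was 0.108 with the offset of 1 and 5.93e-07 with no offset. The log column of both tables equals log2 of the fold column.

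The paper states that the genes of its tables differed significantly between control and drug-treated cells. With 1 array per condition no test of a single pair exists, and at the paper's cutoff all 10 genes of Table 1 and all 14 matched genes of Table 2 were at least 2-fold apart. The limma fit over all 8 arrays tests another quantity, the mean of a drug's difference against the control and with the other drug present. For GAA with BRC in GH3 cells this effect was 0.95, from 1.77 and 0.14. In that fit, 0 of the 7 tested genes of Table 1 passed for BRC in GH3 cells. There 1691 of all tested probe sets had an unadjusted p under 0.05. Adjusted over the list alone 2 passed, and without the GH3 CAB or GH3 CAB+BRC array 6 did. For CAB in MMQ cells 9 of the 11 tested genes of Table 2 passed in limma, 12 of 14 with no filter on dim probe sets and 11 when adjusted over the list alone. SQSTM1 (adjusted p = 0.0670 in limma) and ATP6V1G3 (adjusted p = 0.0556 in limma) did not pass. SQSTM1 passed without the MMQ BRC or MMQ CAB+BRC array (0.0406), while without the MMQ control or MMQ CAB array its log2 effect fell from 1.01 to 0.51 (adjusted p = 0.776 in limma). ATP6V1G3 passed when one or the other of these was left out (0.0373) and without any one of the GH3 arrays (0.0192), while without the MMQ control or MMQ CAB array its log2 effect was -1.56 in place of -2.39 (adjusted p = 0.441 in limma).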

Other observations

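The tests on other splits of the arrays were chosen after the result was seen, and the values of the additive fit were planned.

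In MMQ cells, CAB+BRC against CAB gave 167 probe sets at least 2-fold higher and 37 at least 2-fold lower. Of the 10 matched genes that Table 2 lists as higher with CAB, 2 were higher with CAB+BRC than with CAB, and 0 of the others were at least 2-fold lower. These genes were selected for high values in the MMQ CAB array, so lower values in another array are expected without an effect of BRC. MVD was at 1698 with CAB and 939 with CAB+BRC, ACSS2 at 1331 and 881, SQSTM1 at 2433 and 1498, and the interferon-induced RSAD2 at 235 and 159. The chemokine CCL7 went the other way, at 205 with CAB and 437 with CAB+BRC (2.13-fold), and DDIT3 was at 714 and 910. These are differences between single arrays, the doses in the combination were not found, and the genes were picked after their values were seen. Over the pairs without and with CAB, the BRC effect on MVD in MMQ cells was -0.62 (standard error 0.156, adjusted p = 0.297 in limma), from log2 differences of -0.39 against the control and -0.85 with CAB present.

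Other genes of the tables were followed in both lines. KCNMA1, the potassium channel, was at 72.4 in the GH3 control and 262, 233 and 252 with BRC, CAB and CAB+BRC, and in MMQ cells at 122 in the control and 62.9, 26.5 and 35.5. The difference of its CAB effect between the lines was -2.29 and did not pass (standard error 0.635, adjusted p = 0.204 in limma). DDIT3 was at 1063 in the GH3 control against 101 in the MMQ control, and with CAB at 543 against 714. The difference of its CAB effect was 2.76 and did not pass (standard error 0.439, adjusted p = 0.0898 in limma). GPNMB was at 15.9 in the GH3 control, 53.4 with BRC, 24.0 with CAB and 47.6 with CAB+BRC. ATP6V1G3 was lower than the control in every treated array of both lines, at 969 in the GH3 control against 194 with BRC, 299 with CAB and 219 with CAB+BRC. These GH3 comparisons share 1 control array. In the GH3 pairs without it, the log2 difference was -0.44 for BRC (CAB+BRC against CAB) and 0.17 for CAB (CAB+BRC against BRC). In GH3 cells 3 genes of Table 2 with a role in cell division were lower than the control with each treatment, ASPM at 389 to 449 against 733, CDCA3 at 301 to 436 against 688 and SHCBP1 at 85.8 to 128 against 263, and all of these share 1 control array. In the pair for BRC without that control, CAB+BRC against CAB, the log2 differences were above 0, at 0.17 for ASPM, 0.15 for CDCA3 and 0.48 for SHCBP1, and in that for CAB, CAB+BRC against BRC, they were 0.21, -0.38 and -0.09.

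The paper reports higher EGR1 with BRC in MMQ cells from other assays. In the MMQ BRC array EGR1 was at 521 against 256 in the control. With CAB present the BRC difference was 0.21 on the log2 scale, and over both pairs the BRC effect was 0.62 (standard error 0.245, adjusted p = 0.411 in limma). For BRC in MMQ cells limma called 0 probe sets, with 1663 at an unadjusted p under 0.05, and it called 2 without the MMQ CAB or the MMQ CAB+BRC array.

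Probe sets at least 2-fold lower with CAB in both lines numbered 108, against 4.50 expected from independent lists, and 26 were at least 2-fold higher in both, against 3.89 expected. The pairs of both lines have no array in common. In opposite directions, 9 were higher in GH3 and lower in MMQ cells and 17 were lower in GH3 and higher in MMQ cells. No expected count was computed for these. The GH3 list rests on the GH3 control array. In the GH3 pair for CAB without it, CAB+BRC against BRC, 0 of the 327 lower ones were again at least 2-fold lower. Of the 360 higher ones, 3 were again at least 2-fold higher. That pair had only 5 lower and 25 higher probe sets in all, so few could repeat. The same sign was kept there by 76.5% of the 327 and 56.4% of the 360. Among the genes of the tables, SHCBP1, ATP6V1G3 and CDCA3 were at least 2-fold lower in both and LGALS3, DPP7 and AP1S2 at least 2-fold higher in both, while KCNMA1 was higher in GH3 cells (1.67) and lower in MMQ cells (-2.16). The other probe sets could not be named.

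With 1 effect common to both lines, 0 probe sets passed in limma for CAB (1654 at an unadjusted p under 0.05) and 0 for BRC (473). With a count of 0, all 34 splits of the 8 arrays into 4 and 4 that could be fitted give at least as many for either drug whatever the data (highest of the others 1), so the splits decide nothing about chance.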
